A study of Homo sapiens with 12 samples.

How the data were processed

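RNA was sequenced from SCC-15, an established human cell line derived from an oral squamous cell carcinoma. Per the labels' protocols, cells carrying a negative-control short hairpin RNA (NC) or 1 of 3 short hairpin RNAs against FMOD (shRNA1, shRNA2 and shRNA3) were harvested after 48 hours, libraries were made with the NEBNext Ultra RNA kit, and per the series' design text they were sequenced on an Illumina HiSeq instrument. Each of the 4 groups has 3 libraries, 12 in all. Groups and replicate numbers come from the sample titles, and each of the 12 columns of the table matched the title of 1 sample (columns not matched: 0).

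The authors deposited a single table of estimated (expected) counts per gene, not scaled to a common total. Of its values, 13.8% are not whole numbers. The aligner, the counting program, the genome build, the annotation, any filter and the use of strand in counting are not stated in the labels. The table lists 61044 IDs, of which 27430 were at 0 in all 12 libraries and 380 are not Ensembl IDs. A symbol was found for 60652 IDs in a table of gene names. Positions, strand, overlapping genes, GC content and transcript length were taken by Ensembl ID from GENCODE release 29 on GRCh38. This build was used because the authors' build is not stated, and it was matched to 97.2% of the tested genes.

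The deposited estimated counts were rounded to whole numbers. Library totals lay between 17287017 and 19567289 counts. A gene with 0 counts was given the smallest share such a library can show, 3 counts of its total, and shares in single libraries were given exact (Clopper-Pearson) 95% confidence intervals. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. A fold change against a group whose libraries were all at or under 3 counts is a lower bound, computed against that floor. Such a fold change is written as at least so many fold, and none was computed where both groups were at or under the floor.

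Counts were scaled by TMM (factors from 0.771 to 1.11) and genes were kept by edgeR's filterByExpr with the 4 groups (minimum count 10, minimum total 15), which left 17532 genes. Differential expression was tested two-sided with edgeR's quasi-likelihood F test (R 4.3.3, edgeR 4.0.16, robust fit) in a single model of the 4 groups over all 12 libraries, so that the groups shared 1 dispersion estimate per gene (common biological coefficient of variation 0.289, 8 residual degrees of freedom). P-values were adjusted by the Benjamini-Hochberg method over all tested genes, with a threshold of 0.05. The contrasts were each shRNA against NC, the mean of the 3 shRNAs against NC, and each pair of shRNAs. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. CPM values are TMM-scaled unless stated. FMOD was also compared between the 9 shRNA and 3 NC libraries by an exact two-sided permutation test of log2(CPM + 1). The 4 gene lists (EGFR ligands and receptors, MAPK activity genes, G2/M genes and interferon-stimulated genes), written by hand before the data were seen, were tested against all other genes with camera (limma 3.58.1, preset inter-gene correlation 0.01), with adjustment over the lists and contrasts tested together. Camera works on a test statistic per gene, not on the log2 fold changes, and its direction was not kept. The mean log2 differences given beside its p-values were computed separately, so the p-values do not test their size or sign. Fold changes of pairs of shRNAs were compared by correlation across genes, which are not independent replicates.

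The genes named were chosen by a rule set before the data were examined. FMOD came first. Then, among genes with a symbol, a mean of at least 1 CPM, an adjusted p-value under 0.05 with the same sign for all 3 shRNAs and every shRNA library beyond every NC library, the 5 rising and the 5 falling genes with the largest change in the shRNA that changed them least were taken. Of the rising genes, 1 is not reported here. EGFR and each gene of the lists of EGFR ligands and receptors and of MAPK activity genes that passed for all 3 shRNAs in 1 direction followed. Last, for each shRNA, came the 2 genes with the largest change against NC among those that also differed from both other shRNAs.

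Replicate numbers 1 to 3 in the titles are shared across groups, and the titles are the only source for pairing libraries by number. The model was therefore fitted without a replicate block and, as an alternative, with one. Other alternatives, also set before the data were examined, were DESeq2 size factors, no filter on low counts, a mean of at least 50 counts, libraries thinned to the smallest total, the DESeq2 Wald test (DESeq2 1.42.0), only the libraries of the groups compared, stricter thresholds (adjusted p under 0.01, or a log2 change of at least 1 as well), each replicate left out in turn, an estimated inter-gene correlation, Spearman correlation, NC libraries not shared between the fold changes compared, and a pseudocount of 0.1. A correction for GC content and transcript length per library (lowess span 0.3), and the EGFR list without EPGN, were added after seeing the data. Under DESeq2 the lists were tested on its Wald statistics.

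The scripts were tested on simulated data drawn from the means of the NC libraries and the dispersions of the fit. With 200 of 17352 genes changed 4-fold, the contrast with the fewest recovered genes recovered 161 of them (80.5%) and no contrast of an shRNA with NC gave more than 9 false calls. The mean contrast recovered 179 with 7 false calls. In the simulation all shRNA libraries had the same change and none deviated from its group. In the data far more genes differed and shRNA3 library 3 stood apart. The simulation therefore does not give the error rates of the reported counts. Figures were drawn with matplotlib 3.10.9. The shRNA sequences were not used here.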

Results

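The transcriptome of SCC-15 cells was measured by RNA sequencing in cells with a negative-control shRNA (NC) and in cells with 1 of 3 shRNAs against FMOD, the gene of fibromodulin, a small leucine-rich proteoglycan of the extracellular matrix. SCC-15 is an established line of oral squamous cell carcinoma cells. Each group had 3 libraries (n = 3). Totals per library ranged from 17857849 to 18311685 estimated counts in NC, from 18821295 to 19567289 for shRNA1, from 17350033 to 17825145 for shRNA2 and from 17287017 to 18960484 for shRNA3. The 50 genes with the most counts held between 10.7% and 16.4% of a library, and mitochondrial genes between 1.62% and 2.75%. The study asked which genes change when FMOD is depleted, and its title places FMOD upstream of EGFR signalling.

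The targeted gene, FMOD (ENSG00000122176, chromosome 1, 203340628 to 203351758 on the minus strand in GRCh38, GENCODE release 29, with no overlapping gene), was at the limit of detection in all groups. The NC libraries held 2, 2 and 3 FMOD counts, or 0.110, 0.109 and 0.168 CPM of the raw total, with exact 95% intervals (Clopper-Pearson) from 0.0134 to 0.399, from 0.0132 to 0.395 and from 0.0346 to 0.491. All 9 shRNA libraries held 0 counts. The upper bounds of their exact 95% intervals lay between 0.189 and 0.213 CPM, which overlaps the intervals of NC, and 3 counts corresponded to between 0.145 and 0.222 TMM-scaled CPM. Because every group was at or under 3 counts, no fold change is given. In log2(CPM + 1) the 9 shRNA libraries lay below the 3 NC libraries, with a difference of -0.16 (exact permutation test, two-sided, p = 0.00455, the smallest p that the 220 splits allow), and the direction held in 9 of 9 shRNA libraries. FMOD did not pass the filter on low counts. In a fit of the 33435 genes with any count, the adjusted p-values of edgeR's quasi-likelihood test for FMOD were 0.0917 for shRNA1, 0.113 for shRNA2, 0.123 for shRNA3 and 0.0144 for the mean of the 3 shRNAs. At this depth a difference in FMOD was therefore detectable over all shRNA libraries together, and not for any single shRNA after adjustment.

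The libraries were then compared across the 17532 genes that passed the filter. No pair of replicates agreed within sampling noise. A chi-square statistic per gene, which sampling alone would bring to about 1, ranged from 3.61 to 238, so no libraries were merged as repeats of the same library. This does not show that they come from separate cultures. Pearson correlations of log2 CPM between NC and shRNA libraries lay between 0.773 and 0.795, while those between shRNA1 and shRNA2 libraries lay between 0.961 and 0.972, those between shRNA1 and shRNA3 between 0.897 and 0.974 (median 0.903) and those between shRNA2 and shRNA3 between 0.916 and 0.981 (median 0.921). Replicates correlated at 0.987 within NC, at 0.977 to 0.988 within shRNA1 and at 0.988 to 0.989 within shRNA2. Within shRNA3 the correlation was 0.987 between libraries 1 and 2, but 0.911 and 0.907 between each of these and library 3. The first principal component (64.2% of the variance) placed the NC libraries between -188 and -186 and the shRNA libraries between 55.2 and 67. The second (20.7%) placed shRNA3 libraries 1 and 2 at -131 and -133 and the other 10 libraries between 0.684 and 50.2. The TMM factors of shRNA3 libraries 1 and 2 were 0.771 and 0.794, against 1.06 for library 3.

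**Figure D1:**
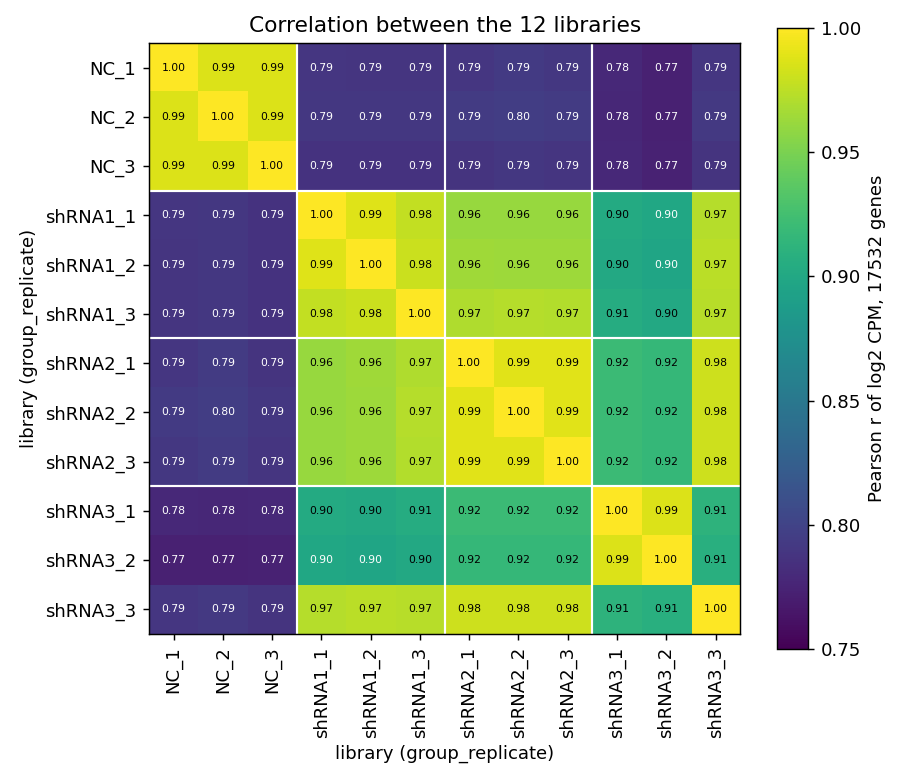
Heat map of the Pearson correlation of log2 CPM between each pair of the 12 libraries, with libraries named by group and replicate on both axes and the correlation given by colour (0.75 to 1) and printed in each cell. The NC libraries correlate with shRNA libraries at 0.773 to 0.795, and shRNA3 libraries 1 and 2 stand apart from library 3 of the same group.

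Each shRNA was compared with NC to ask which genes change on FMOD depletion. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 10056 genes (57.4% of those tested) differed for shRNA1, of which 4693 were higher and 5363 lower than in NC. For shRNA2, 9290 genes (53.0%) differed, 4312 higher and 4978 lower, and for shRNA3, 9457 genes (53.9%) differed, 4622 higher and 4835 lower. The median size of the log2 fold change over all tested genes was 0.92, 0.85 and 0.87. At least 2-fold changes made up 7392, 6730 and 6915 of these genes. For the mean of the 3 shRNAs against NC, 10525 genes (60%) passed, 4887 higher and 5638 lower. Libraries with the same replicate number did not deviate together. Their deviations from the group means had a mean correlation of -0.00434 over 18 pairs, against 0.00186 over 36 pairs with different numbers. With the replicate number as a block, 9689, 8949 and 9116 genes passed for shRNA1, shRNA2 and shRNA3, and 10181 for the mean. Fitting only the 6 libraries of the groups compared gave 12154, 13250 and 7240 genes for shRNA1, shRNA2 and shRNA3. For the mean, the added requirement of a log2 change of at least 1 left 6990 genes. Leaving out each replicate in turn gave between 8677 and 9698 genes for shRNA1 and between 7960 and 8174 for shRNA2. For shRNA3 it gave 8929 and 8897 genes without library 1 or 2 of that group and 13330 without library 3. Without NC library 1, 2 or 3 it gave 8317, 8357 and 8314 genes for shRNA3. Of the genes called with all libraries, at least 8524 were also called in each of these fits for shRNA1, 7774 for shRNA2 and 8091 for shRNA3.

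The 3 shRNAs were then set side by side, to separate changes common to them from changes with a single hairpin. In all 3 contrasts 6270 genes passed, and 6254 of them (35.7% of the genes tested) changed in the same direction, 2808 upward and 3446 downward. In at least 1 contrast 13273 genes passed, and 4013 passed in 1 contrast alone. With the replicate block the shared genes numbered 5936, of which 5867 were among the 6254. Across all tested genes the log2 fold changes of shRNA1 and shRNA2 correlated at a Pearson coefficient of 0.936 (Spearman 0.886), those of shRNA1 and shRNA3 at 0.898 (0.781) and those of shRNA2 and shRNA3 at 0.922 (0.830). With the replicate block the Pearson coefficients were 0.935, 0.895 and 0.919. These are correlations across genes, which are not independent replicates, and the fold changes compared share their NC libraries. With a different single NC library for each shRNA of a pair, the Pearson coefficients were on average 0.896, 0.861 and 0.883. This removes error shared through the NC libraries, but not a difference from the shRNA cells that all NC libraries have in common. With shared NC libraries, keeping all genes with any count lowered the coefficients to 0.837, 0.793 and 0.817.

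**Figure D2:**
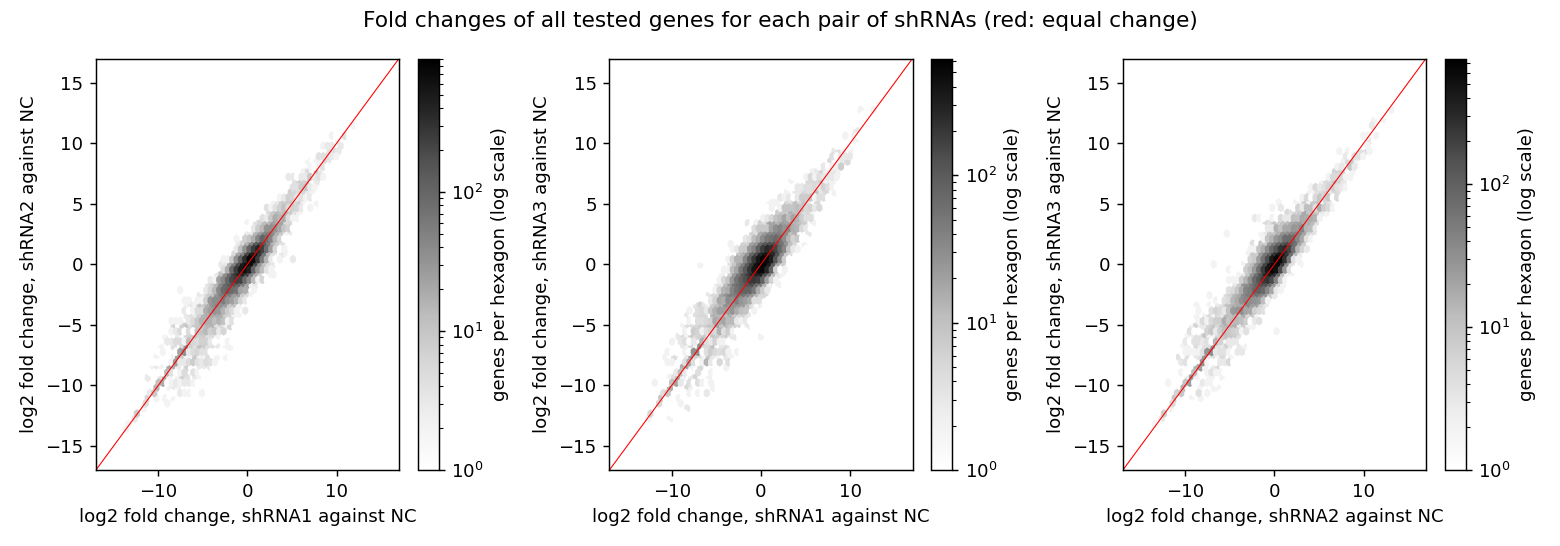
Density plots of the log2 fold change against NC of all 17532 tested genes for each pair of shRNAs (one shRNA per axis, number of genes per hexagon on a log grey scale, red line at equal change). The points lie along the line in each panel, with Pearson coefficients across genes of 0.936, 0.898 and 0.922 for the pairs shRNA1 and shRNA2, shRNA1 and shRNA3, and shRNA2 and shRNA3.

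Genes with the largest fitted rise common to all 3 shRNAs were at or near 0 in every NC library, and 4 are described. Their rises are lower bounds, so they are not shown to have risen most. KRT13, which is described below, was read in NC, but at no more than 4 counts per library. It rose 2820-, 9750- and 7860-fold with shRNA1, shRNA2 and shRNA3, sizes that rest on these few counts. PEG10 (ENSG00000242265, chromosome 7, 94656325 to 94669695, plus strand) had 0 counts in NC and 38.8 ± 4.91, 64 ± 3.66 and 44.8 ± 5.02 CPM (SD, n = 3) with shRNA1, shRNA2 and shRNA3, at least 255-, 420- and 294-fold higher than the floor. MAGEA1 (ENSG00000198681, chromosome X, 153179285 to 153183880, plus strand) had 0 counts in NC and 37.3 ± 3.77, 50.7 ± 1.67 and 43.9 ± 2.95 CPM. S100P (ENSG00000163993, chromosome 4, 6693069 to 6697170, plus strand) had at most 1 count in an NC library and 208 ± 55.9, 100 ± 3.88 and 297 ± 166 CPM. FAM230C (ENSG00000279516, chromosome 13, 18195297 to 18232024, plus strand), a long non-coding RNA gene, had 0 counts in NC and 55.7 ± 9.40, 34.8 ± 3.10 and 25.8 ± 21.6 CPM. The smallest rise with any shRNA was at least 245-fold for MAGEA1, 659-fold for S100P and 169-fold for FAM230C. For FAM230C this was with shRNA3, whose libraries stood at 15.7, 11.1 and 50.5 CPM, so the bound leans on library 3. The largest adjusted p-value of the 4 genes over the 3 contrasts was 1.66e-05 (FAM230C with shRNA3, edgeR quasi-likelihood). FAM230C and MAGEA1 belong to families of similar genes, so reads could be split among their members. In GENCODE release 29, on which these GRCh38 positions rest, PEG10 overlaps SGCE and FAM230C overlaps another gene on the opposite strand, and the use of strand in counting is not stated.

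The genes with the largest fitted fall common to all 3 shRNAs were read in NC and at or under 3 counts in all 9 shRNA libraries. Their falls are lower bounds too. WFDC2 (ENSG00000101443, chromosome 20, 45469706 to 45481532, plus strand) had 217 ± 15.1 CPM in NC and 0 counts in the shRNA libraries, at least 1400-, 1230- and 975-fold lower with shRNA1, shRNA2 and shRNA3. TMEM30B (ENSG00000182107, chromosome 14, 61277370 to 61281840, minus strand) had 81.9 ± 3.33 CPM in NC, and ARMCX3 (ENSG00000102401, chromosome X, 101622797 to 101627843, plus strand) had 70.7 ± 6.89 CPM, and both had 0 counts in all 9 shRNA libraries. CLDN1 (ENSG00000163347, chromosome 3, 190305701 to 190322475, minus strand) had 510 ± 11.9 CPM in NC and at most 2 counts in an shRNA library. MT1E (ENSG00000169715, chromosome 16, 56625475 to 56627112, plus strand) had 763 ± 276 CPM in NC and at most 2 counts in an shRNA library. The smallest fall of these genes with any shRNA was at least 368-fold for TMEM30B, 318-fold for ARMCX3, 2290-fold for CLDN1 and 3430-fold for MT1E. The largest adjusted p-value among the 5 genes was 8.09e-06 (ARMCX3 with shRNA3, edgeR quasi-likelihood). MT1E shares sequence with the other metallothionein genes. TMEM30B lies opposite PRKCH, and ARMCX3 opposite ARMCX3-AS1. Positions are those of GENCODE release 29 on GRCh38.

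EGFR and its signalling were examined next, since the series' title names them. EGFR (ENSG00000146648, chromosome 7, 55019021 to 55211628, plus strand in GRCh38, overlapping EGFR-AS1 on the opposite strand) was read at 1310 ± 54.7 CPM in NC (SD, n = 3), 312 ± 27 with shRNA1, 237 ± 12.3 with shRNA2 and 166 ± 77.0 with shRNA3. It was 4.19-, 5.51- and 7.90-fold lower than in NC, with log2 fold changes of -2.07 (SE 0.26), -2.46 (SE 0.26) and -2.98 (SE 0.27) and adjusted p-values of 5.26e-05, 1.69e-05 and 5.44e-06 (edgeR quasi-likelihood). All 9 shRNA libraries, from 109 to 338 CPM, were below the lowest NC library at 1270 CPM. These values do not tell whether FMOD depletion or another difference between the NC cells and the shRNA cells lowered EGFR. The same limit holds for every change against NC described here. Of the other EGFR-family receptors, ERBB2 (96.9 ± 3.89 CPM in NC) had log2 fold changes of -0.88, -0.50 and -0.68 with shRNA1, shRNA2 and shRNA3, and ERBB3 (54.1 ± 7.79 CPM in NC) of -4.46, -3.87 and -3.83. The call of ERBB2 with shRNA2 (adjusted p 0.00666, edgeR quasi-likelihood) was lost when no filter on low counts was used (log2 fold change -0.46, adjusted p 0.0528). Among the ligands, EREG fell from 11.3 ± 2.57 CPM in NC to 0.417 ± 0.0681, 0.188 ± 0.141 and 0.231 ± 0.273 CPM, which rest on at most 11 counts per shRNA library. EPGN had 0 counts in NC and 23.1 ± 4.51, 14.4 ± 1.26 and 9.13 ± 7.40 CPM, at least 152-, 94.6- and 60-fold higher. Its shRNA3 libraries stood at 4.08, 5.68 and 17.6 CPM, so the last bound leans on library 3. ERBB2 overlaps PGAP3 and MIEN1 on the opposite strand and MIR4728 on its own.

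Of the 10 genes used as a measure of MAPK activity downstream of the receptor, 6 passed for all 3 shRNAs with a constant direction, 5 of them upward. DUSP4 was read at 49.1 ± 5.82 CPM in NC and 4.75-, 2.95- and 4.48-fold higher with shRNA1, shRNA2 and shRNA3. SPRY2 (6.69 ± 0.431 CPM in NC) was 4.78-, 2.41- and 3.11-fold higher, and SPRY4 (10.4 ± 0.904 CPM) 4.86-, 2.22- and 5.68-fold higher. ETV4 (30.7 ± 2.89 CPM) was 2.05-, 3.08- and 4.43-fold higher, and PHLDA1 (99.6 ± 17 CPM) 4.94-, 3.40- and 9.80-fold higher. The largest adjusted p-value of these 5 genes was 0.00382 (ETV4 with shRNA1, edgeR quasi-likelihood). EPHA4 (2.48 ± 0.611 CPM in NC) fell, by 9.84-fold with shRNA1 and 8.39-fold with shRNA3 and at least 14.1-fold with shRNA2. Leaving out any replicate kept the direction and the call of every EGFR-list and MAPK-list gene named here. SPRY4, ETV4, PHLDA1 and EPHA4 overlap other genes on the opposite strand in GENCODE release 29.

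**Figure D3:**
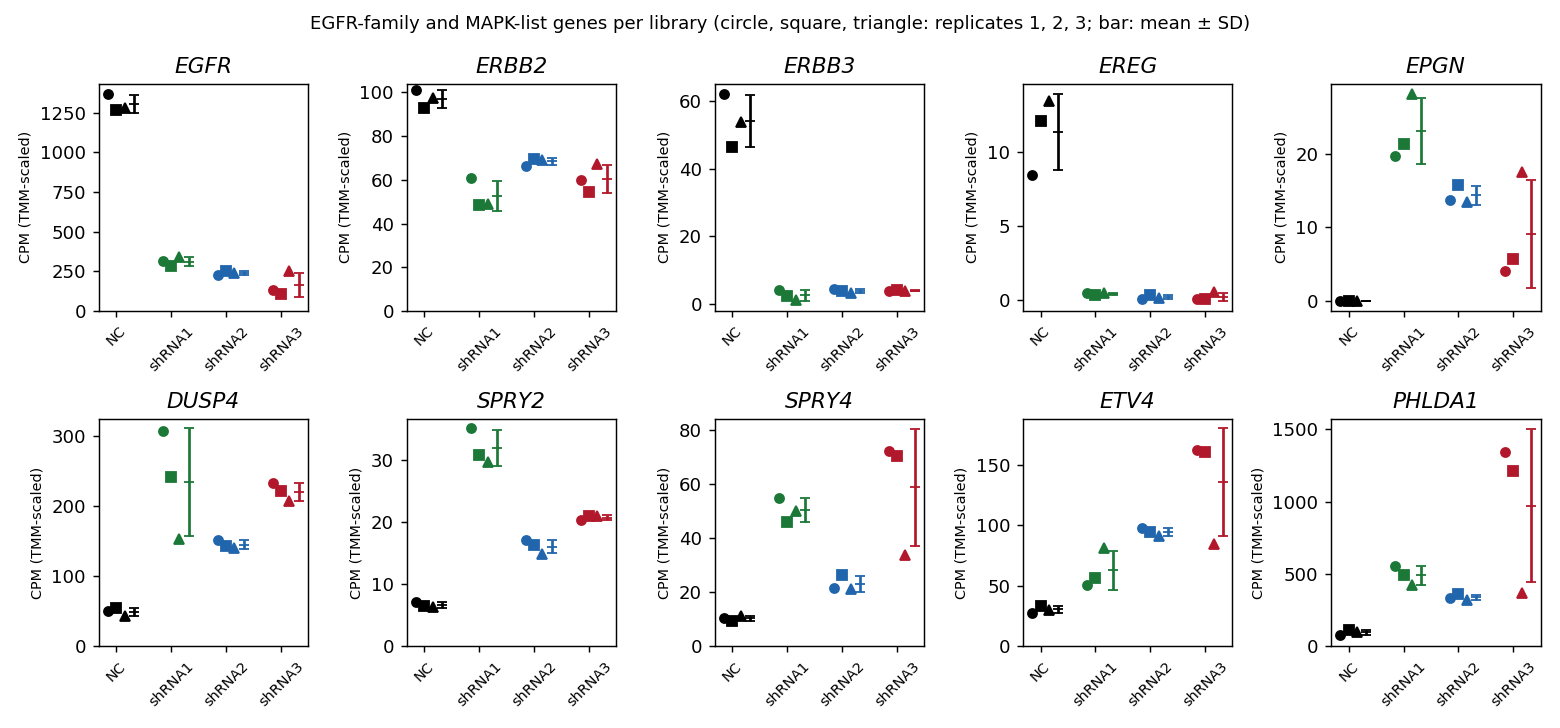
TMM-scaled CPM per library of EGFR, 4 other genes of its ligand and receptor list and 5 of the MAPK list in the 4 groups, with each axis linear from 0, circles, squares and triangles for replicates 1, 2 and 3, and bars for the mean ± SD (n = 3). EGFR lies between 1270 and 1370 CPM in NC and between 109 and 338 in the shRNA libraries, while DUSP4, SPRY2, SPRY4, ETV4 and PHLDA1 lie higher in every shRNA library than in any NC library.

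As a set, the 10 tested genes of the 11 EGFR ligands and receptors did not differ from other genes for the mean of the 3 shRNAs (camera, adjusted p 0.249). Their mean log2 fold change was 0.17 above that of all other genes, a value that camera does not test. Their median log2 fold change was -1.04, and -1.26, -0.93 and -0.53 with the single shRNAs. The sign of the mean rested on EPGN, which had 0 counts in NC. Without EPGN, an alternative added after seeing the data, the 9 other genes lay below all other genes by a log2 difference of -1.07 (camera, adjusted p 0.0634). Of the 10 genes, 3 were higher and 6 lower, both when adjusted over all genes and over the list alone. For shRNA2 alone the difference was -0.12. The MAPK activity genes lay 1.09 above other genes (camera, adjusted p 0.0213), with 7 of the 10 higher and 2 lower under either adjustment. The 54 genes of the G2/M phase of the cell cycle lay 0.99 above other genes (camera, adjusted p 4.6e-05), with 35 higher (36 over the list alone) and 2 lower. The 34 interferon-stimulated genes lay below other genes by a log2 difference of -0.70 (camera, adjusted p 0.0239), with 6 higher and 16 lower (17 over the list alone). These adjusted p-values cover the 4 lists tested. As for the EGFR list, they do not test the log2 differences printed beside them. With the replicate block, where same-numbered libraries had a mean correlation of deviations of -0.00434, the differences were 0.16, 1.10, 1 and -0.70 with camera adjusted p-values of 0.304, 0.013, 4.15e-06 and 0.0725, so that the interferon list no longer passed. With an inter-gene correlation estimated from the residuals none of the 4 lists passed. For the MAPK, G2/M and interferon lists the camera adjusted p-value was then 0.12. Leaving out each replicate in turn changed no call of the 4 lists.

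The shRNAs were also compared with one another, to ask whether they act alike. Between shRNA1 and shRNA2, 2158 genes differed (1014 higher and 1144 lower with shRNA1). Between shRNA1 and shRNA3, 5258 genes differed (2080 higher and 3178 lower with shRNA1), and between shRNA2 and shRNA3, 1462 (334 higher and 1128 lower with shRNA2). With the replicate block, given the check value of -0.00434, these counts were 1498, 4458 and 378. The counts depended on which libraries entered. Fitting only the 6 libraries of the 2 groups gave 6251, 0 and 0 genes, with 7664, 4295 and 3186 genes at an unadjusted p-value under 0.05. The reported fit of all 12 libraries, with its shared dispersion, takes the spread as equal in all groups. Chi-square per gene was 234 and 238 between shRNA3 library 3 and its replicates, against 3.61 to 54.2 in all other replicate pairs. P-values of the reported fit may therefore be too small for contrasts with shRNA3 and too large for the others. Without shRNA3 library 3, shRNA1 and shRNA3 differed in 11573 genes and shRNA2 and shRNA3 in 10800. Without shRNA3 library 2 the counts were 1875 and 0, with 5659 and 3406 genes at an unadjusted p-value under 0.05. Lower counts were not particular to that library. Leaving out any shRNA2 library gave 0 genes for shRNA2 against shRNA3, with 4094 to 4248 at an unadjusted p-value under 0.05. Leaving out shRNA1 library 1, 2 or 3 gave 2224, 1788 and 4462 genes for shRNA1 against shRNA3.

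Genes chosen because 1 shRNA differed from both others were TH and KRT13 for shRNA1, SAA2 and S100A8 for shRNA2, and LINC02434 and SLC2A3 for shRNA3. TH (ENSG00000180176) had 0 counts in NC and 23.9 ± 4.25, 50.3 ± 4.94 and 58.2 ± 20.5 CPM with shRNA1, shRNA2 and shRNA3 (SD, n = 3). KRT13 (ENSG00000171401) had at most 4 counts in an NC library and 423 ± 43.8, 1460 ± 41.8 and 1180 ± 423 CPM. SAA2 (ENSG00000134339) was read at 43.0 ± 2.42 CPM in NC and at 0.494 ± 0.262, 0.0195 ± 0.0338 and 1.46 ± 1.14 CPM. S100A8 (ENSG00000143546) was read at 10.7 ± 1.26 CPM in NC and at 0.279 ± 0.205 and 0.582 ± 0.0802 CPM with shRNA1 and shRNA3, with 0 counts for shRNA2. LINC02434 (ENSG00000248370) had 0 counts in NC and 3.76 ± 0.630, 9.17 ± 1.11 and 61.4 ± 47.2 CPM. SLC2A3 (ENSG00000059804) had at most 4 counts in an NC library and 154 ± 8.69, 94.7 ± 17.5 and 440 ± 284 CPM. All 6 changed in the same direction with every shRNA against NC, with a largest adjusted p-value of 0.00109 (LINC02434 with shRNA1, edgeR quasi-likelihood), so that differences between shRNAs are in size. For LINC02434 and SLC2A3, shRNA3 library 3 stood at 7 and 113 CPM, near the shRNA2 libraries at 8.31 to 10.4 and 74.6 to 106. Against shRNA2, a difference between hairpins cannot be told apart there from a difference between the shRNA3 libraries. SAA2 has a near-identical neighbour, SAA1, and SLC2A3 is similar in sequence to SLC2A14, so reads could be split between them.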

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

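The tests in this part that left out replicates or added up the counts of similar genes were chosen after related results had been seen. The thinning was set before the data were examined, and the correction for GC content and length was added after seeing the data. Of the 27 genes selected by the rule besides FMOD, 13 differed between at least 1 pair of shRNAs by a direct test of that difference, and of the 12 comparisons of a gene list between 2 shRNAs, 3 did (edgeR quasi-likelihood or camera, adjusted p under 0.05). TH, KRT13, SAA2, S100A8, LINC02434 and SLC2A3 were selected for such a difference, so their appearance here carries no further weight. The tests of single genes use the dispersion shared by all groups, so p-values of comparisons with shRNA3 may be too small. Where a gene differed between several pairs, the pair with the largest difference is described. All changes of these 13 genes against NC had the same direction with each shRNA, so the differences are in size.

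Between shRNA1 and shRNA2, PEG10 was lower with shRNA1 (log2 difference -0.72, adjusted p 0.0185, 3 of 3 shRNA1 libraries below every shRNA2 library), SPRY2 was higher with shRNA1 (0.988, adjusted p 0.00348, 3 of 3 libraries) and KRT13 was lower (-1.79, adjusted p 0.00301, 3 of 3 libraries). The MAPK activity genes lay higher against other genes with shRNA1 (0.711, camera adjusted p 0.000269).

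Between shRNA1 and shRNA3, EGFR was higher with shRNA1 (log2 difference 0.914, adjusted p 0.0226). Its 3 shRNA3 libraries stood at 134, 109 and 253 CPM, against 284 to 338 CPM with shRNA1. ETV4 was lower with shRNA1 (-1.11, adjusted p 0.0104), with shRNA3 libraries at 162, 161 and 84.3 CPM against 50.8 to 81.3. TH was lower with shRNA1 (-1.28, adjusted p 0.0115), with shRNA3 libraries at 70.1, 70 and 34.6 CPM against 20.5 to 28.6. LINC02434 was lower with shRNA1 (-4.03, adjusted p 0.0087), with shRNA3 libraries at 85.9, 91.5 and 7 CPM against 3.15 to 4.41. In each of these genes all 3 shRNA3 libraries lay on the same side of all shRNA1 libraries, and library 3 lay nearest to them.

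Between shRNA2 and shRNA3, 6 genes were lower with shRNA2. S100P differed by -1.56 (adjusted p 0.0424), SPRY4 by -1.35 (adjusted p 0.0266), PHLDA1 by -1.53 (adjusted p 0.0377) and SLC2A3 by -2.22 (adjusted p 0.0337). In these, shRNA3 libraries 1 and 2 were far above the shRNA2 libraries and library 3 was close to them. For S100P the shRNA3 libraries stood at 360, 422 and 108 CPM against 96.1 to 104 with shRNA2, and for PHLDA1 at 1340, 1210 and 370 CPM against 324 to 359. SAA2 differed by -5.78 (adjusted p 0.0269), with shRNA3 libraries at 1.78, 2.41 and 0.199 CPM against at most 1 count in an shRNA2 library. S100A8 differed by -6.42 (adjusted p 0.0259), with shRNA3 libraries at 0.593, 0.656 and 0.497 CPM and 0 counts with shRNA2. The last 2 differences rest on at most 33 and 10 counts per shRNA3 library. For SAA2 and S100A8 all shRNA2 libraries were under the floor of 3 counts. The fitted values therefore give a direction, and the size of these differences was not measured. The MAPK activity genes lay lower against other genes with shRNA2 than with shRNA3 (-0.822, camera adjusted p 0.000109), as did the interferon-stimulated genes (-0.306, camera adjusted p 0.0303).

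Technical explanations were weighed. After the correction for GC content and transcript length, 12 of the 13 genes still differed. The correction moved their log2 differences by a median of 0.181 and by at most 0.697. TH moved most, from -1.28 to -0.59, and no longer passed (adjusted p 0.0572, edgeR quasi-likelihood), and ETV4 went from -1.11 to -0.72. SPRY2 moved by only -0.0201, too little for the correction to test a bias in that gene, and PEG10, SPRY4, SAA2 and LINC02434 moved by less than 0.1. Bias that the correction did not remove is not excluded for any of the 12 genes. Thinning all libraries to the smallest total left 13 of the 13 genes past the threshold, but it moved their differences by a median of only 0.0044. The totals differ little, so thinning could not test an effect of depth. Leaving out each replicate of the 2 shRNAs in turn left 6 results past the threshold in every such fit, namely ETV4, SPRY2, KRT13, LINC02434 and both comparisons of the MAPK list. All 13 genes and all 3 list comparisons kept their direction in each of these fits. PEG10, S100P, SPRY4, EGFR, PHLDA1, SAA2, S100A8 and SLC2A3 passed in 1 of the 6 fits, TH in 5 and the interferon list in 4. For PEG10 the fit that passed was the one without shRNA1 library 3, and for the other 7 genes the one without shRNA3 library 3. For these 7 genes all fits that kept shRNA3 library 3 and left out another library lost the call. All of them but EGFR were compared between shRNA2 and shRNA3, where such fits called at most 19 of all tested genes. Almost no gene could keep its call there, so the lost calls do not test library 3 in these genes. For EGFR, between shRNA1 and shRNA3, such fits called from 1788 to 4462 genes. Without shRNA3 library 3 the fitted differences of the 7 genes were larger than with all libraries, for S100A8 only -6.51 against -6.42. For the genes that set shRNA3 apart, library 3 departs from libraries 1 and 2 in the direction of the other shRNAs. For S100P, EGFR, PHLDA1 and SLC2A3 a difference between hairpins cannot be told apart from a difference between these libraries. The same holds for LINC02434 between shRNA2 and shRNA3 (log2 difference -2.74, adjusted p 0.0496, edgeR quasi-likelihood). Its shRNA3 library 3 stood at 7 CPM, below the shRNA2 libraries at 8.31 to 10.4, against 85.9 and 91.5 in libraries 1 and 2. That difference passed in 1 of 6 fits, the one without shRNA3 library 3. SPRY4, SAA2 and S100A8 also differed between shRNA1 and shRNA2, a pair without shRNA3 library 3 (fitted log2 differences 1.13, 4.29 and 5.40, adjusted p 0.016, 0.0486 and 0.0176, edgeR quasi-likelihood). For SAA2 and S100A8 the size was again not measured. Their shRNA2 libraries held at most 1 count and their shRNA1 libraries at most 16 and 9. The differences of the 3 genes kept their direction in all 6 fits that left out a replicate of the pair. They passed in 2 of the 6 for SPRY4 and in 1 of the 6 for SAA2 and S100A8. Reads split between similar genes were examined by adding up their counts. Between shRNA2 and shRNA3 the sum of SLC2A3 and SLC2A14 differed by -2.45 (adjusted p 0.0292) and the sum of SAA2 and SAA1 by -3.22 (adjusted p 0.0245, edgeR quasi-likelihood), so reads moving within a pair of genes cannot alone give these differences, although which gene of a pair the reads come from is left open. For SAA2 the difference of the sum was smaller than the fitted difference of SAA2 alone, whose size was not measured.

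Regrouping of the libraries was also counted. For each of the 3 pairs of shRNAs, 1 of the 4 splits of the 6 libraries that part the same-numbered libraries, the real split, gave as many differing genes. The share cannot be under 0.05 with 4 splits, nor with all 10 splits, of which 1 gave as many. For shRNA1 against shRNA3 another split gave up to 3079 genes against 5258.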

How the results depend on the processing

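Alternatives were set before the data were examined, except the correction for GC content and length and the EGFR list without EPGN. Against NC, the counts of changed genes for each shRNA, for all 3 together and for their mean stayed within 1.5 times the reported counts under every alternative that was run, except for the mean when a log2 change of at least 1 was also required (6990 genes). Requiring it left 1031 (shRNA1 against shRNA2), 2971 (shRNA1 against shRNA3) and 974 (shRNA2 against shRNA3) genes. At an adjusted p-value under 0.01 the counts of these 3 pairs were 530, 1249 and 4. For shRNA1 against shRNA2 and shRNA2 against shRNA3, there were 1420 and 911 genes without a filter on low counts, and 3464 and 3775 with the DESeq2 Wald test. Fits of only the libraries compared gave 6251, 0 and 0 genes (7664, 4295 and 3186 at an unadjusted p-value under 0.05). For shRNA2 against shRNA3 the replicate block gave 378 genes, and 596 with the GC content and length correction as well. Across the 6 fits that each left out 1 replicate of the groups compared, the counts ran from 559 to 2795, from 1788 to 11573 and from 0 to 10800 genes. The fits that gave 0 genes had between 3406 and 4248 genes at an unadjusted p-value under 0.05, and the highest counts of both pairs with shRNA3 came from the fits without shRNA3 replicate 3. For the other alternatives the cause was not tested.

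The correlations of fold changes for shRNA1 and shRNA2, shRNA1 and shRNA3, and shRNA2 and shRNA3 were 0.837, 0.793 and 0.817 without a filter, 0.886, 0.781 and 0.830 as Spearman coefficients, and 0.896, 0.861 and 0.883 with different NC libraries. The first was 0.944 for genes with a mean of at least 50 counts. Leaving out 1 replicate gave 0.915 to 0.932, 0.792 to 0.910 and 0.824 to 0.932. The cause of these shifts was not tested.

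With an estimated inter-gene correlation the MAPK, G2/M and interferon lists no longer passed (camera adjusted p 0.12), at log2 differences of 1.087, 0.9925 and -0.7037. The MAPK list did not pass for shRNA2 alone (0.576), and the EGFR list, which passed nowhere, changed sign there (-0.122) and without EPGN (-1.07). The interferon list also did not pass at a mean of at least 50 counts (-0.3732), with the replicate block (-0.7026), for shRNA1 alone (-0.619) or for shRNA3 alone (-0.593). The cause was not tested.

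For the 27 genes selected by the rule, 475 of the values under alternatives kept their direction and their side of the threshold and 1 did not, ERBB2 without a filter on low counts. EPHA4 has no value at a mean of at least 50 counts. Alternatives for the FMOD fold changes were not run, since FMOD was at or under 3 counts in every library. The permutation test of FMOD kept its p-value with a pseudocount of 0.1 (difference -1.11) and with raw totals (-0.17), which it must as long as all NC libraries lie above all shRNA libraries. The fit of only the libraries compared was not run for the mean of the 3 shRNAs and the lists, where it is the reported fit. None of the scalings moved the median log2 fold change by more than 0.1. At 17287017 to 19567289 counts per library, FMOD cannot be followed for a single shRNA, and the falls of EREG, EPHA4, SAA2 and S100A8 rest on few counts. The sizes of the rises of KRT13 and SLC2A3 rest on few counts in NC.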

Other observations

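The tests of genes read in a single kind of library, of a mislabelled or mixed library and of exon number were chosen only after the results they bear on had been seen. So was the rule that a correction counts as a test only if it moves log2 fold changes by a median of at least 0.05.

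Between 53.0% and 57.4% of the tested genes differed between NC and each shRNA, in a line where FMOD itself was read at 2 or 3 counts in NC. In other splits of the 12 libraries that also took 1 library of each replicate number as control, the mean contrast gave a median of 0 and at most 6136 genes, and 1 of the 64 splits, the real one, reached 10525. For genes changed in the same way by all 3 shRNAs, 1 of the 64 splits reached 6254, and the next highest gave 753. For each shRNA against NC, 1 of the 4 splits that part same-numbered libraries gave as many genes, a design too small for a share under 0.05, and the other splits gave at most 2. The mean contrast had 10662 genes after the GC content and length correction, which moved log2 fold changes by a median of 0.0577. It had 10489 genes without the 50 genes with the most counts and 10491 after thinning to the smallest total. These last 2 settings moved log2 fold changes by a median of 0.00585 and 0.00913, too little to test an effect of a few genes with many counts or of depth.

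One hypothesis is that the NC cells and the shRNA cells may be of different origin, such as separate stocks or lines, rather than a single culture that differs in its hairpin. Genes with at least 100 counts in every library of one kind and at most 3 in every library of the other numbered 188 between NC and all shRNA libraries (158 read in NC and 30 in the shRNA libraries), against 1, 0 and 0 between pairs of shRNAs. A strong effect common to the 3 hairpins would give such a number too, so it does not separate the hypotheses. A different chromosome content would shift neighbouring genes together. The SD of median fold changes over 126 windows of 100 neighbouring genes (12358 genes, GENCODE release 29 on GRCh38) was 3.26 times that of genes shuffled over positions for the mean contrast, with 0 of 1000 shuffles as large. It was also 1.72, 2.31 and 1.75 times in the contrasts between shRNAs. The excess over the contrasts between shRNAs was under the margin set beforehand, so the test left the question open. The median log2 fold change of the 436 genes on chromosome 4 was 0.73, the highest of any chromosome, and 0.04 between shRNA1 and shRNA2. Larger shifts lay in parts of chromosomes. Of the 126 windows, 8 had a median log2 fold change of at least 0.5 with each shRNA and 5 of at most -0.5, a count chosen after seeing the data. Between shRNA1 and shRNA2, and between shRNA2 and shRNA3, 0 windows reached either limit, while between shRNA1 and shRNA3 there were 2 and 6. The first 3 windows of chromosome 3 (gene starts from 3126916 to 58306247) had medians from 0.83 to 1.32 over the 3 shRNAs, and the next (58306262 to 120324509) from -0.82 to -0.56. On chromosome 11 the window from 66070363 to 74330318 lay between -0.90 and -0.52 and that from 108505431 to 126269055 between 0.69 and 0.85. Such runs are what a different chromosome content would give, but the 3 contrasts share the NC libraries, and neighbouring genes can also be regulated together. In the self-test, shuffled fold changes gave a ratio of 0.984, and 3 chromosomes shifted 1.5-fold gave 1.77. XIST and the Y-linked genes examined gave no difference, since 0 of them were read in all libraries of one kind only. That test could show a difference only if a kind of library carried these genes. The 379 genes on chromosome X had a median log2 fold change of 0.35 for the mean contrast, and -0.05 between shRNA1 and shRNA2. A change of origin was not ruled out by any test here, and genotypes from the reads, which would decide it, were not analysed here.

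The biological alternatives examined were loss of squamous identity and gain of mesenchymal identity. A list of 20 squamous genes lay at the 6.81, 8.15 and 68.7 percentiles of 10000 expression-matched random lists for shRNA1, shRNA2 and shRNA3, so a loss common to all 3 was not seen. The 14 tested genes of a mesenchymal list lay at the 1.28, 0.03 and 0.5 percentiles, which is the opposite of a gain. With chromosome content and origin left open, an effect of FMOD depletion on these genes cannot be told apart from a difference between the cells that received the hairpins.

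With the libraries regrouped in the same 64 ways, 26 splits gave a camera p-value as small as the real one for the EGFR list, 19 for the MAPK list, 22 for the G2/M list and 10 for the interferon list. These splits mix NC and the hairpins on both sides and so contain differences between groups, among them those of the MAPK list between shRNAs. The counts say that a camera p-value as small is not particular to the real grouping of these libraries, and they are not a measure of chance alone.

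Libraries 1 and 2 of shRNA3 lay apart from library 3 of the same group. In libraries 1 and 2, 723 genes were at least 4-fold higher and 1083 at least 4-fold lower than in library 3, 10.3% of the tested genes. Library 3 correlated at 0.981 on average with the shRNA2 libraries, whose own lowest correlation was 0.988, and at 0.973 with the shRNA1 libraries, whose own lowest was 0.977. It is therefore nearer to both other shRNAs than to its own replicates, while it stays outside the range of either group, so a simple exchange of labels with a library of those groups is not what the values show. A mixture with cells like those of libraries 1 and 2 would put library 3 at an intermediate level on the 48 genes at least 8-fold higher in libraries 1 and 2 than in all shRNA1 and shRNA2 libraries, but its median position between the levels was -0.00646. Across 17035 genes the log2 ratio of libraries 1 and 2 to library 3 followed GC content (Spearman 0.185), transcript length (-0.122) and exon number (-0.0202) only weakly. Without the 50 genes with the most counts, the highest correlation of library 3 with libraries 1 and 2 was 0.91, but so few genes can hardly move a correlation over all genes, so that explanation was left untested. Preparation of libraries 1 and 2 on another day or under other culture conditions could give such a pattern. The labels give no batch, so this was not tested, and no biological explanation was tested, since the labels put all 3 libraries in a single group.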
